# Fetal Bovine Serum RNA Interferes with the Cell Culture derived Extracellular RNA

**DOI:** 10.1038/srep31175

**Published:** 2016-08-09

**Authors:** Zhiyun Wei, Arsen O. Batagov, David R. F. Carter, Anna M. Krichevsky

## Abstract

Fetal bovine serum (FBS) has been used in eukaryotic cell cultures for decades. However, little attention has been paid to the biological effects associated with RNA content of FBS on cell cultures. Here, using RNA sequencing, we demonstrate that FBS contains a diverse repertoire of protein-coding and regulatory RNA species, including mRNA, miRNA, rRNA, and snoRNA. The majority of them (>70%) are retained even after extended ultracentrifugation in the preparations of vesicle-depleted FBS (vdFBS) commonly utilized in the studies of extracellular vesicles (EV) and intercellular communication. FBS-associated RNA is co-isolated with cell-culture derived extracellular RNA (exRNA) and interferes with the downstream RNA analysis. Many evolutionally conserved FBS-derived RNA species can be falsely annotated as human or mouse transcripts. Notably, specific miRNAs abundant in FBS, such as miR-122, miR-451a and miR-1246, have been previously reported as enriched in cell-culture derived EVs, possibly due to the confounding effect of the FBS. Analysis of publically available exRNA datasets supports the notion of FBS contamination. Furthermore, FBS transcripts can be taken up by cultured cells and affect the results of highly sensitive gene expression profiling technologies. Therefore, precautions for experimental design are warranted to minimize the interference and misinterpretations caused by FBS-derived RNA.

Deep sequence analysis of extracellular RNA (exRNA) released by cultured cells in forms of extracellular vesicles (EVs) and lipoprotein complexes (RNPs) is an expanding area of research. An important question raised years ago and still highly debated in the field, is whether specific RNA species or motifs are enriched in EVs and RNPs. Such enrichment would support an active and regulated mechanism of RNA secretion. Alternatively, exRNA may reflect the entire cellular transcriptome, a specific RNA class (e.g. miRNA), or one of the steps of RNA metabolism, and thus, provide a peripheral measure for monitoring the cellular transcriptome. Addressing this question is critical for the study of intercellular communication and development of RNA biomarkers. Cell culture systems employed in the studies of exRNA biogenesis and release, rely heavily on the fetal bovine serum (FBS), a commonly used reagent vital for the growth of numerous cell types. Although many reports characterized exRNA isolated from human and mouse serum and suggested serum RNA as the major source of disease biomarkers^1^, little attention has been paid to confounding effects of FBS-derived RNA on cell-culture based studies. Here, we characterize the RNA content of FBS and vesicle-depleted FBS (vdFBS), and demonstrate its interference with cell-derived exRNA isolated from conditioned media and, possibly, cellular RNA.

## Results and Discussion

### Enrichment of specific miRNAs in cell-derived exRNA is likely caused by FBS-derived RNA contamination.

Several observations suggested that FBS-associated RNA might interfere with the analysis of exRNA. First, we detected high levels of miR-122, a specific miRNA abundantly expressed in liver but undetected in other tissues^2^,^3^, in the conditioned media of glioma cell lines cultured as a monolayer or neurospheres (Fig. 1a). Considering the lack of miR-122 expression in glioblastoma tumors^4^ and cultured glioma cells (Fig. 1a), we rationalized that this finding could be explained by either unusually efficient miR-122 secretion, or more plausibly, culture media as a primary source of this miRNA. Indeed, miR-122 was highly abundant in fresh unconditioned media utilized for glioma cell cultures (Fig. 1b), indicating that the majority of miR-122 in the conditioned medium comes from the medium components rather than cell secretion. Another specific microRNA, miR-451a, expressed in diverse cells and tissues with highest abundance in the blood^2^, was reported as the most enriched miRNA in EVs secreted by various cell types^5^,^6^,^7^,^8^,^9^,^10^,^11^. Consistent with these findings, we found miR-451a enriched in the pelleted EVs isolated from the conditioned media of U251 and 20/3 glioma monolayer cultures grown in DMEM/10% vdFBS (Fig. 1a). However, when the same cell lines were cultured at the same glucose concentration but in serum-free neurosphere-promoting conditions, miR-451a was not detected in the ultracentrifugation (UC) pellets/exRNA fraction (Fig. 1a). To better understand the contribution of different culture media, we isolated total exRNAs from fresh unconditioned “monolayer culture medium” (2D medium, containing DMEM/10% FBS), vesicle-depleted 2D medium (vd2D, containing FBS after 24 h UC), and “neurosphere medium” (3D medium, serum-free), and measured miR-451a levels using qRT-PCR. MiR-451a was abundant in the 2D medium, slightly reduced in the vd2D medium, and barely detected in the 3D medium (Fig. 1b). Of note, the levels of miR-122 and miR-451 in the vd2D media relative to the crude 2D media were reduced to a different extent, but not entirely abolished. Although the possibility that culture conditions affect RNA secretion cannot be ruled out, these findings suggest that UC-based vesicle depletion does not fully eliminate RNA from the FBS/culture media, and that FBS-associated RNA may lead to false results and interpretation such as the previously reported miR-451a enrichment in exRNA.

### RNA cannot be depleted from FBS using ultracentrifugation

We next set to characterize the composition of FBS RNA and investigate whether RNA can be removed from serum. Serum RNA is associated with exosomes and other EVs, as well as non-membrane lipid and protein RNPs. Most researchers use 70,000 g to 110,000 g UC for 2 h–18 h to produce vdFBS. It has been demonstrated that prolonged UC removes the majority, although not all EVs, as monitored by NanoSight^12^. However, to what extend the vdFBS is RNA-depleted is unclear. To address this question, we spun FBS samples at 100,000 g for 80 min, 5 h, or 24 h and isolated total RNA from the pelleted (i.e. EV-enriched) material and the supernatants (i.e. EV-depleted). RNA was also isolated from crude FBS at the baseline. 5–40 ng/ml total RNA was isolated from the crude FBS, varying between the scales and batches, and consistent with the previous assessments of human serum^13^. As shown in Fig. 1c, even the prolonged 24-hour UC extended beyond the reported protocols, removed only a part of the RNA (19–33%) from FBS (Fig. 1c). On average, the vdFBS preparations contained 34 ng/ml RNA, the majority of which was most likely associated with non-vesicular complexes, such as RNPs. Regardless of the source of this RNA (vesicular or not), it can potentially contaminate cell culture condition media and co-isolate/precipitate with the cell culture EVs in the subsequent procedures.

### FBS contains a diverse repertoire of conserved RNA species indistinguishable from human and mouse transcripts

To further evaluate the potential of FBS RNA to interfere with cell culture derived exRNA, we performed RNA deep sequencing of the FBS fractions. Three different batches of FBS were spun at 100,000 g for 24 h, and the RNA samples isolated from the pelleted EV-enriched fractions and EV-depleted supernatants were used for the construction of the NEBNext small RNA libraries, followed by the HiSeq 2000 RNA-seq. Read mapping to the hg19 version of Human Genome was performed using the exceRpt small RNA-seq pipeline V2.2.8 of Genboree Workbench with default parameters^14^. 

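FBS is serum from unborn calves that supplies growth factors to cultured cells, and RNA of 3 pellets and 3 supernatants from its UC was sequenced. The 24 h spin at 100000 g brings down EVs together with other heavy particles, while lighter RNPs stay in the supernatant. Each spin took 40 mL of FBS, and 20 mL of each supernatant was concentrated on 3 kDa filters before RNA isolation. The kinase treatment of 60 ng RNA lets fragments whose ends differ from those of miRNAs enter the library, and inserts of 15 to 65 nt were read for 50 nt. The authors deposited RPM values per RNA class and per miRNA for each library, once for the human and once for the mouse genome. RPM are shares of the mapped reads of a library, so a class that takes more of the reads lowers the others. The amount of RNA per mL of FBS was not analysed here. Mapped reads were estimated from the miRNA values, taking the lowest value shared by at least 6 miRNAs of a library as 1 read, a rule set after the values were seen. The estimates for the human genome are 6660802, 1568728 and 867426 reads for pellets 1, 2 and 3, and 5373233, 3830703 and 3081111 reads for supernatants 1, 2 and 3. The paper gives 19 M reads per sample as produced, whereas RPM rest on the mapped reads. At these depths 1 read is worth 0.150 RPM in pellet 1 and 1.15 RPM in pellet 3, so a miRNA of a few RPM is poorly measured in pellet 3. Within 0.02 reads, 37.6% (pellet 2) to 64.0% (pellet 3) of the miRNA values were whole numbers of reads, so the values were not treated as counts. Fractions were compared by limma on log2(RPM + 1), which understates the change of rare RNAs, with Benjamini-Hochberg adjustment within each table. Of 502 human miRNA names, the 153 with at least 1 RPM in at least 3 libraries were tested. With 3 libraries against 3, a two-sided exact permutation test cannot give a p under 0.10. The paper speaks of 3 batches of FBS in the text and of aliquots in the legend of Fig. 1d, so the p-values measure only the spread between these samples, which may be technical.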

On average, 13.6% and 21.7% reads from the “pellet RNA” and “supernatant RNA” fractions, respectively, were mapped to the human genome, suggesting that a significant part of FBS-associated transcripts is evolutionally conserved and could contribute to false-positives in the analysis of human cells. 

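Nearly all miRNA reads mapped to the human genome carried the number of a cattle miRNA. Of 500 numbered human miRNA names, 349 share their number with one of the 1032 miRNA genes of the cattle assembly ARS-UCD2.0. These names held between 99.88% (pellet 1) and 99.98% (pellet 2) of the miRNA reads of a library. In pellet 1 the most abundant names without such a gene were miR-889-3p at 41.7 RPM, miR-1180-3p at 12.0 RPM and miR-501-5p at 9.76 RPM, chosen after their values were seen. A shared number does not show an identical sequence, and sequences were not compared. The mean number of mapped reads was 3032319 ± 3161862 in the pellets and 4095016 ± 1168697 in the supernatants (SD, n = 3 each), a difference within the spread between libraries (exact permutation test, two-sided, p = 0.60). The unmapped reads were not analysed here.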

With precise no-mismatch-only mapping allowed, 9.2% and 13.2% reads of the respective fractions were mapped to the human genome. Major RNA composition of the two fractions, represented as reads per million mapped (RPM), is shown in Fig. 1d. 

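Antisense RNA, reads from the strand opposite to an annotated gene, was the largest of the 15 classes in both fractions, at 332394 ± 19348 RPM in the pellets and 380533 ± 6388 RPM in the supernatants (SD, n = 3 in each fraction for all classes). The class called others held 102401 ± 6035 RPM in the pellets and 110049.6 ± 3573 RPM in the supernatants. piRNAs, which silence transposons in the germ line, held 43992 ± 3716 RPM in the pellets and 51574 ± 2156 RPM in the supernatants. Y RNAs, small RNAs bound by the Ro60 protein, held 38866 ± 29157 RPM in the pellets and 30538 ± 4801 RPM in the supernatants, and the pellets ranged from 7852 RPM in pellet 3 to 65719 RPM in pellet 2. Pseudogene fragments held 10570.4 ± 958 RPM in the pellets and 12336 ± 591 RPM in the supernatants. The snRNAs of the spliceosome held 5395 ± 2255 RPM in the pellets and 5228 ± 647 RPM in the supernatants, and tRNA fragments 2631 ± 1256 RPM in the pellets and 2301 ± 149 RPM in the supernatants. 7SK RNA, which holds back transcription elongation, was found at 42.8 ± 3.01 RPM in the pellets and 35.7 ± 3.42 RPM in the supernatants. None of these 8 classes passed limma, with adjusted p-values from 0.146 to 0.940, and 0 had an unadjusted p under 0.05. Without pellet 3, Y RNAs passed as higher in the pellets, with a log2 fold change of 0.81 (adjusted p = 0.0397). As centred log-ratios, antisense RNA (-0.61), piRNAs (-0.64) and pseudogene fragments (-0.63) passed as lower in the pellets on the log2 scale (adjusted p = 0.0473 each). These ratios subtract the mean over all classes, large or rare, so strong rises of rare classes lower the rest alike.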

Notably, both EV-enriched and EV-depleted fractions contained diverse RNA species, including mRNA, rRNA, miRNA, and other non-coding transcripts (antisense, snoRNA, Y RNA, etc.). 

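Ribosomal RNA fragments were 3.04 times as abundant in the pellets, at 113101 ± 22681 RPM in the pellets and 37220.1 ± 5479 RPM in the supernatants (SD, n = 3 each), a log2 fold change of 1.59 (standard error 0.19, adjusted p = 0.00271 from limma). The RNA of the signal recognition particle (SRP), which brings ribosomes to the endoplasmic reticulum, rose from 149.8 ± 6.65 RPM in the supernatants to 777 ± 347 RPM in the pellets (log2 fold change 2.28, standard error 0.32). Vault RNA (vRNA), a part of the vault particle, rose from 4.15 ± 0.768 to 77.2 ± 50.4 RPM (50.2 RPM without pellet 1, log2 fold change 3.71, standard error 0.52), and both shared the adjusted p of rRNA. Repetitive elements fell from 8342 ± 932 RPM in the supernatants to 4858 ± 929.8 RPM in the pellets (log2 fold change -0.79, standard error 0.18, adjusted p = 0.0215). The miRNA class stood at 90824 ± 35121 RPM in the pellets and 55719.7 ± 3303 RPM in the supernatants and did not pass, although no pellet overlapped a supernatant (log2 fold change 0.64, adjusted p = 0.146, exact permutation p = 0.10). Protein-coding RNA stood at 204380.2 ± 29618 RPM in the pellets and 236499.9 ± 6476 RPM in the supernatants (log2 fold change -0.22, adjusted p = 0.210). The snoRNAs, guides of rRNA modification, stood at 49691 ± 16544 RPM in the pellets and 69469 ± 10221 RPM in the supernatants (log2 fold change -0.53, adjusted p = 0.183). Of the 15 classes, 3 were higher in the pellets, 1 was lower and 11 did not pass. No overlap between fractions was seen in 9 (60%), where chance gives 10% on average, but classes of the same libraries are not independent. As centred log-ratios, which move the median log2 fold change from -0.11 to -0.51, 3 classes were higher and 5 lower, with snoRNA among the lower (-0.94, adjusted p = 0.0125). Those ratios weigh the rare SRP and vRNA as much as large classes, and their rises push every other class down alike. Among classes of at least 1000 RPM 2 passed. The miRNA class passed without pellet 3 (0.86, adjusted p = 0.0364), and repetitive elements did not pass without pellet 2 (adjusted p = 0.0539) or without supernatant 1, 2 or 3 (adjusted p = 0.0903, 0.0759 and 0.0509).

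**Figure D1:**
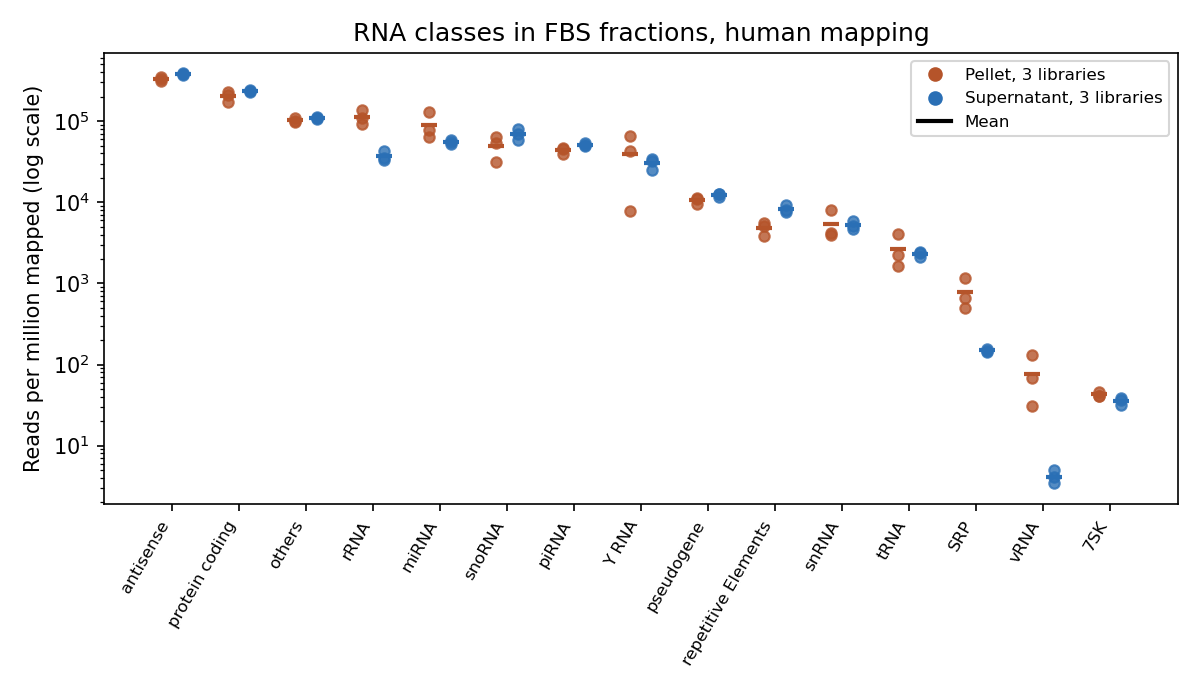
RPM of each RNA class mapped to the human genome, on a log axis, with 1 point per library and a bar at the mean of the 3 libraries of a fraction. All 3 pellets lie above all 3 supernatants for rRNA, SRP and vRNA, and below them for repetitive elements.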

The differences between the two sets of fractions were largely quantitative, with miRNA and rRNA fragments relatively enriched in the pelleted fractions, and mRNA and snoRNA – in the supernatants. 

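The 3 supernatants had nearly the same RNA class profile, while the pellets differed more among themselves. Over the 15 classes, Pearson correlations of log10(RPM + 1) were at least 0.9992 between supernatants. Pellets 1 and 2 correlated at 0.994, and pellet 3 with them at 0.972 and 0.973. Pairs of a pellet and a supernatant correlated at 0.960 to 0.977, highest for pellet 2. Average linkage placed all 3 pellets on one branch and all 3 supernatants on the other, with 0 libraries misplaced. The mean correlation was 0.989 within and 0.968 between fractions, a gap of 0.0212, and the largest gap in the other 9 splits of the libraries was 0.000801. Classes are not independent replicates, and 10 splits are too few for a share under 0.05. Pellet 3 stood alone, with pellets 1 and 2 beside the supernatants (2 misplaced), by single linkage, in the mouse mapping and over classes of at least 1000 RPM, and pellet 1 stood alone over miRNAs and without the logarithm (2 misplaced each). Without pellet 1, pellet 2 joined the supernatants (1 misplaced).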

Based on the RNA repertoire, Pearson clustering analysis demonstrated a clear separation between EV-enriched and EV-depleted fractions (Fig. 1e).

From 5.2% to 12.9% reads mapped to human genome corresponded to miRNA. 

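The listed miRNAs summed to 12.9%, 7.74% and 6.33% of mapped reads in pellets 1, 2 and 3, and to 5.85%, 5.51% and 5.21% in supernatants 1, 2 and 3. A pair of them made up most of these reads. Of the miRNA reads, miR-122-5p, the main miRNA of hepatocytes, held 72.4% ± 5.69 in the pellets and 63.3% ± 5.61 in the supernatants (SD, n = 3 each, exact permutation test, two-sided, p = 0.20). miR-1246, whose sequence matches a part of the U2 snRNA, held 13.9% ± 3.10 and 32% ± 5.36, without overlap (exact permutation p = 0.10). The other miRNAs together held 13.6% ± 2.66 and 4.68% ± 0.580, also without overlap (exact permutation p = 0.10). The miRNA class, which holds slightly more reads than the listed miRNAs, took 9.08% ± 3.51 and 5.57% ± 0.330 of mapped reads (exact permutation p = 0.10). Its difference of 3.51 percentage points became 1.52 without pellet 1.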

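The liver miRNA miR-122-5p was first in each of the 6 libraries, at 64754 ± 24347 RPM in the pellets and 35095 ± 5095 RPM in the supernatants (SD, n = 3 each), and miR-1246 was second in each, at 12615 ± 5373 RPM in the pellets and 17557 ± 2187 RPM in the supernatants. By the mean of both fractions, weighed alike, miR-148a-3p was the third, at 1045 ± 636 RPM in the pellets and 276 ± 46.2 RPM in the supernatants. miR-423-5p was the fourth, at 681 ± 202 RPM in the pellets and 447 ± 33.0 RPM in the supernatants. In the supernatants miR-423-5p was above miR-148a-3p, and without pellet 2 it was the third over both fractions. let-7b-5p followed at 419 ± 100.0 RPM in the pellets and 219.9 ± 16.0 RPM in the supernatants. The let-7 family represses growth genes such as RAS and HMGA2, and of its 9 tested members 6 were higher in the pellets, 0 were lower and 3 did not pass by limma (7 higher when adjusted over the list alone), while with median-of-ratios scaling let-7b-5p alone passed, as lower in the pellets (-1.17). let-7a-5p rose from 46.7 ± 11.1 to 367 ± 236 RPM (log2 fold change 2.79, standard error 0.51, adjusted p = 0.00913), and with that scaling its log2 fold change was 0.73. Near-identical let-7 members can share reads, so their single values are uncertain. Against all other miRNAs the family did not stand out (limma's camera, adjusted p = 0.378, and adjusted p = 0.849 with an estimated correlation). Of the 14 miRNAs of Fig. 1f, 9 were higher in the pellets and 0 lower (11 higher when adjusted over the list alone), and with median-of-ratios scaling miR-122-5p, miR-1246, miR-423-5p and let-7b-5p were lower and none was higher. The study chose them on these samples, so their counts are not independent evidence of a direction. miR-92a-3p of the miR-17/92 cluster stood at 545 ± 469 RPM in the pellets and 54.3 ± 21.2 RPM in the supernatants (adjusted p = 0.0131). let-7a-5p did not pass without supernatant 1 or 2 (adjusted p = 0.0670 and 0.0695), nor did miR-92a-3p (adjusted p = 0.0767 and 0.0869), and without the filter on low values neither passed (adjusted p = 0.0534 and 0.0930). Without pellet 1 their pellet means were 231 and 277 RPM.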

MiR-122 was the most abundant miRNA in the FBS, followed by miR-1246, miR-423-5p, miR-148a-3p, and let-7 family (Fig. 1f). High levels of these miRNAs in the FBS were further confirmed by qRT-PCR (Fig. 1g). 

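The ratio of one miRNA to another within a library does not depend on the total of mapped reads. Relative to let-7a-5p, miR-1246 was 10.3 times lower in the pellets than in the supernatants (n = 3 each, log2 difference -3.36, standard error 0.43, adjusted p = 1.07e-09 from limma). Relative to miR-148a-3p it was 4.94 times lower (adjusted p = 8.36e-06). miR-122-5p was 2.64 times higher in the pellets relative to miR-1246 (adjusted p = 0.00354) and 3.89 times lower relative to let-7a-5p (adjusted p = 8.1e-05). Against miR-423-5p and let-7b-5p its log2 differences of 0.26 and -0.072 did not pass (adjusted p = 0.579 and 0.866). Of the 15 ratios among miR-122-5p, miR-1246, miR-423-5p, miR-148a-3p, let-7a-5p and let-7b-5p, 10 passed. They share 6 miRNAs and 1 pooled spread and are not independent. The pooling counts all 15 as independent, so the adjusted p-values from limma are too low and the count of 10 may be too high. The exact permutation p of the passing ratios was 0.10, or 0.30 for miR-148a-3p to let-7a-5p. That ratio did not pass with a pseudocount of 10 RPM (adjusted p = 0.0537), in the mouse mapping (0.0900) or without pellet 1 or 3 or supernatant 1 or 2 (adjusted p = 0.209, 0.0938, 0.183 and 0.0607), miR-423-5p to miR-148a-3p in the mouse mapping (0.0513) or without supernatant 2 or 3 (0.0800 and 0.0535), and miR-1246 to miR-423-5p without pellet 3 or supernatant 2 or 3 (0.0792, 0.0857 and 0.0740). Without pellet 1 or 3, miR-148a-3p also passed against miR-122-5p (0.0148 and 0.0302) and let-7b-5p (0.0362 and 0.0358). Among all 153 tested miRNAs, 73 were higher per mapped read in the pellets and 0 lower by limma (97 at an unadjusted p under 0.05, 0 of them lower), with a median log2 fold change of 2.05. In 102 of them (66.7%) the fractions did not overlap, where chance gives 10% on average. miRNAs of the same libraries are not independent, so many can separate together by chance. miR-26a-5p rose from 6.28 ± 6.65 to 224 ± 295 RPM, with means of 53.5 RPM without pellet 1 and 2.56 RPM without supernatant 3. miR-486-5p of red blood cells rose from 13.8 ± 5.13 to 251 ± 164 RPM, or 157 RPM without pellet 2. miR-16-2-3p was listed at 0 in the supernatants and was at least 17.7-fold higher in the pellets, against a floor of 3 counts per library that covers counting error only. Scaled to miRNA reads the median was 1.49, with 37 higher and 1 lower, miR-1246 (-1.21, adjusted p = 0.00708). With median-of-ratios scaling the median was 0.35, miR-16-2-3p alone was higher, and miR-1246 (-2.66), miR-423-5p (-1.51), miR-122-5p (-1.25), let-7b-5p and miR-574-5p, the last named after its value was seen, were lower. Without supernatant 1 or 2, 0 miRNAs passed by limma (67 and 61 at an unadjusted p under 0.05) and without supernatant 3, 31 passed. With a pseudocount of 10 RPM 38 passed, and without the filter on low values 11.

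**Figure D2:**
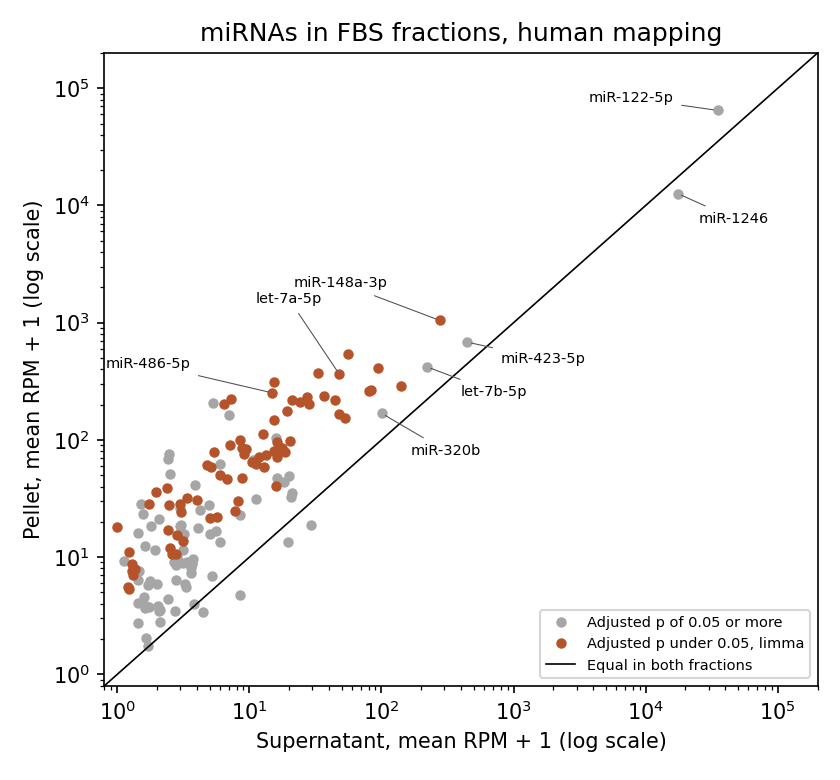
Mean RPM + 1 of each tested human miRNA in the 3 pellets (vertical) against the 3 supernatants (horizontal), on log axes, with 1 point per miRNA, colored where the adjusted p from limma is under 0.05, and a line at equal values. Most points lie above the line, with a median log2 fold change of 2.05 that becomes 0.35 with median-of-ratios scaling, where miR-122-5p turns lower in the pellets.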

The depletion efficiencies, defined as abundance ratios between the pellet and supernatant fractions, were substantially different for these miRNAs, suggesting their distinct association with EVs and RNPs. Of note, all miRNAs mentioned above have been previously reported as enriched in cell culture-derived exRNA relative to cellular RNA^8^,^10^,^15^,^16^. It might be worth revisiting those results as they do not take FBS RNA into account and almost certainly overestimate secretion and enrichment of specific exRNA species in the conditioned media. FBS RNA reads were also mapped to mouse genome (Fig. 1f), indicating that FBS RNA could affect the results of both human and rodent culture exRNA analysis. Therefore, despite low levels of FBS RNA, its contribution should be carefully considered in the exRNA research, as misannotated bovine transcripts will lead to false positives and misinterpretations, especially when the determinants of RNA release and enrichment in extracellular complexes are investigated.

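More reads of every library mapped to the mouse than to the human genome, by 4.47% (pellet 2) to 12.8% (supernatant 2). Fragments of tRNA rose from 897 ± 21.7 RPM in the supernatants to 6577 ± 2511 RPM in the pellets (SD, n = 3 each, log2 fold change 2.80, adjusted p = 0.000658 from limma). Vault RNA rose from 0.316 ± 0.487 RPM (0.0355 RPM without supernatant 3) to 14.1 ± 2.76 RPM (log2 fold change 3.57, adjusted p = 0.00034). Its supernatant values of 0.071, 0 and 0.877 RPM are a few reads at most, so the size of this change depends on the pseudocount. Over the alternatives it ran from 1.22 to 5.78 and passed in each. The miRNA class rose from 46015 ± 7592 to 99276 ± 34462 RPM (log2 fold change 1.07, adjusted p = 0.0414). rRNA stood at 152373 ± 37729.7 RPM in the pellets and 110125 ± 5091 RPM in the supernatants and did not pass (adjusted p = 0.158). Of 14 classes, 3 were higher in the pellets and 0 lower (0 lower at an unadjusted p under 0.05). The pellet to supernatant change differed between the mappings for tRNA (human minus mouse -2.71, adjusted p = 7.37e-06), rRNA (1.16, adjusted p = 0.000634) and miRNA (-0.43, adjusted p = 0.0273). As centred log-ratios, 2 classes were higher and 5 lower (median -0.63 against -0.084), rRNA turned to -0.10 and the miRNA class did not pass (adjusted p = 0.0783). The miRNA class also did not pass with a pseudocount of 0.1 RPM (adjusted p = 0.0515), without the class others (0.0517), or without pellet 2 (0.0652) or supernatant 1, 2 or 3 (0.0662, 0.148 and 0.153), rRNA passed without pellet 2 (0.0397), and 5 classes passed without pellet 3, adding Y RNA (0.0356) and 7SK (0.00967). The difference between mappings in miRNA did not pass without rRNA (adjusted p = 0.0562) or without pellet 1 or 2 or supernatant 2 or 3 (adjusted p = 0.0681, 0.0616, 0.112 and 0.118), and 6 classes differed without pellet 3. Of 143 tested mouse miRNAs, 80 were higher in the pellets and 0 lower by limma (99 at an unadjusted p under 0.05, none of them lower), with a median log2 fold change of 2.12. miR-122-5p rose from 43146 ± 7447 to 87114 ± 29686 RPM (log2 fold change 0.98, adjusted p = 0.0238), but scaled to miRNA reads it stood at -0.094, with 9 miRNAs higher and 1 lower and a median of 1.22. With median-of-ratios scaling 1 was higher and 7 lower, at a median of 0.34, and miR-122-5p stood at -1.21, or at -1.18 without itself in the miRNA total. It did not pass without the filter on low values (adjusted p = 0.230), with no trend of the variance (0.139) or without supernatant 1, 2 or 3 (0.0758, 0.0929 and 0.0883). Without pellet 1, 50 miRNAs passed, without supernatant 3, 26 passed, and without supernatant 1 or 2, 0 passed by limma (65 and 60 at an unadjusted p under 0.05). Over the 248 miRNA names of both mappings, Spearman correlations within a library were 0.974 to 0.986 across miRNAs, which are not independent replicates. let-7f-5p reached 0.405 to 0.583 of its human RPM in the mouse mapping and let-7c-5p 1.40 to 1.57 times its human RPM. miR-1246 was not analysed here in the mouse mapping. From the mapping to both genomes, the paper proposes that FBS RNA could affect exRNA analysis in human as well as rodent culture.

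**Figure D3:**
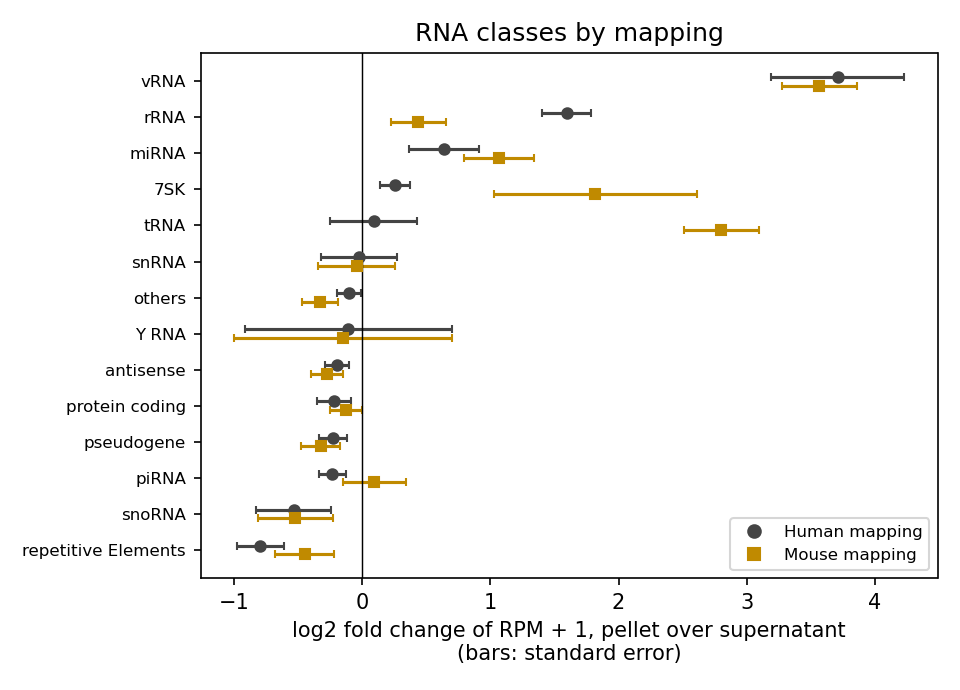
Log2 fold change of RPM + 1 between 3 pellets and 3 supernatants for each RNA class, as circles for the human and squares for the mouse mapping, with bars of 1 standard error and a line at 0. The mappings lie far apart for tRNA (0.090 human and 2.80 mouse), 7SK (0.26 and 1.82, a difference that passed only without pellet 3 among the libraries left out, adjusted p = 0.296 from limma and 0.0422 without pellet 3) and rRNA (1.59 and 0.44), and as centred log-ratios tRNA and 7SK of the human mapping and rRNA of the mouse mapping turn to -0.32, -0.15 and -0.10.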

### FBS-derived miR-1246 is detected in cultured mouse cells

The additional question of broader importance is whether FBS-associated RNA may interfere with cellular RNA analysis. MiR-1246 gene that encodes one of the most abundantly expressed miRNAs in FBS, is present in only 4 out of 223 species, including bovine, human, orangutan and chimpanzee, but not in mouse or rat^17^. There are no sequences homologous to hsa-miR-1246 identified in the mouse genome. However, low levels of mature miR-1246 were consistently and reproducibly detected in all tested mouse cell lines cultured with 10% FBS (Fig. 1h) by both LNA-based SYBR Green assay (Exiqon) and TaqMan assay (Thermo Fisher Scientific). miR-1246 signal varied between the recipient cells lines, suggesting different levels of uptake and/or processing in the different cells. The miR-1246 signal was significantly reduced in cells that were switched to 10% vdFBS culture medium seven days prior to RNA isolation and undetectable in mouse tissues (Fig. 1h). This example suggests that FBS RNA complexes associated with EVs and possibly non-vesicular RNPs as well, might be taken up by cultured cells and interfere with the quantification of cellular RNA. Considering highly sensitive expression profiling technologies commonly utilized in current research that are capable of detecting femtomoles of RNA, further in-depth analysis of FBS RNA-associated confounders is warranted. As of today, there are no data suggesting the functional activity of this low-level bovine RNA in the recipient cells; nevertheless, subsequent work will be required to accurately address its impact.

### Bovine-specific reads are found in public cell culture exRNA datasets

To further confirm that FBS-derived RNA contamination is common in cell culture exRNA, we interrogated several public exRNA-seq datasets and examined whether they contain bovine-specific reads. Totally, 13 exosomal RNA samples and 8 corresponding human cellular RNA samples from 4 different cell types were analyzed. To adjust variable mapping rates between the samples, the ratio of bovine-specific reads to the human-specific reads was used as the normalized level for bovine contamination. In the exosomes, roughly 2.6–17.2% of reads (the inter-quartile range) corresponded to bovine-specific transcripts. As shown in Table 1, bovine-specific reads were detected in both cellular RNA and exRNA, and exRNA contained more bovine contamination than corresponding cellular RNA. Although statistical test is not meaningful within each individual dataset, limited by small sample sizes, we performed a nonparametric Mann–Whitney *U* test for all the samples together as a global comparison. Bovine-contamination was significantly more severe in exRNA than in cellular RNA (exact p = 0.016). Therefore, the analysis of public datasets is indicative of common contamination of FBS-derived RNA in the various exRNA samples preparations.

### Further considerations related to FBS/media effects on cell culture based studies

This data lead us to consider several factors that influence cell culture-based exRNA research. First, media composition, including serum, growth factors, and other natural derivatives, would affect the results of exRNA analysis. As demonstrated in Fig. 1a, the same cells cultured in various media exhibit distinct exRNA profiles and “enrichment” of different exRNA species that are, in fact, caused by media contaminants. Second, FBS/media pre-processing procedures have differential effects on RNA depletion. For example, as demonstrated in Fig. 1c, the prolonged UC pellets some miRNAs more efficiently than others. Different rotor types further contribute to the variability^18^. Third, even under identical experimental conditions, FBS and media brands and batches represent additional confounding factors.

Several controls should be considered to help minimize these factors. First, analysis of cell culture-derived exRNA should include RNA samples isolated using the same procedure from the corresponding fresh media. Of note, various cell types and lines secrete vastly different amounts of exRNA ranging from a few nanograms to a hundred nanograms per ml of conditioned media^8^,^19^. For example, the amount of EV RNA we isolate from heterogeneous glioblastoma patient-derived neurospheres, ranges from 2.3 ng/mL to 25 ng/mL. In some cases, therefore, the anticipated contribution of vdFBS-containing media would be negligible, whereas in others, it may skew the results significantly. Second, a study of intercellular communication and EV effects on recipient cells should include the corresponding EV fractions isolated from the fresh media as a negative control. Such media-derived fractions can cause significant physiological effects in the recipient cells, including altered viability and migration^12^,^20^ that might be partly due to the RNA uptake. Intracellular stability of the internalized RNA-containing FBS/media-derived complexes and their potential activity remains to be investigated. In addition, development of an alternative RNA-free complete media for exRNA research is warranted.

## Methods

### Cell Culture

U251 and 20/3 human glioma cells, GL261 mouse glioma cells, mouse embryonic fibroblast cells (MEF; kind gift from Dr. Dan Xia, Brigham and Women’s Hospital), CMT-93 mouse rectum cells, RAW264.7 mouse macrophage (both were kind gifts from Dr. Shirong Liu, Brigham and Women’s Hospital) and EL4 mouse T lymphocytes (kind gift from Dr. Zuojia Chen, Brigham and Women’s Hospital) were cultured in DMEM (Corning, NY) with 10% FBS (Gibco, MA), either EV-depleted or not, and passaged by trypsinization (Gibco). Glioma cells cultured as neurospheres were grown in Neurobasal medium (Gibco) supplemented with 3 mM GlutaMAX (Gibco), 1x B-27 supplement (Gibco), 0.5x N-2 supplement (Gibco), 20 ng/mL EGF (R&D Systems, MN), and 20 ng/mL FGF (PEPROTECH, NJ). None of these cell lines is in the database for misidentified cell lines (ICLAC). All of them are mycoplasma-free.

### RNA isolation

For cellular RNA isolation, cells were washed thoroughly with cold DPBS (Corning) three times. RNA was then isolated using miRCURY RNA Isolation Kit (Exiqon, Denmark), with on-column DNase (Qiagen, Germany) treatment step added to the manufacturer’s protocol. For tissue RNA isolation, fresh tissues were excised from one C57BL/6J mouse and transferred to Lysis Solution immediately, followed by homogenization. The lysate was spun at 14,000 g for 2 min to remove cell debris, and RNA isolated as above. For exRNA isolation from FBS, either 11.5 mL or 40 mL of freshly thawed FBS were injected into Quick-Seal Centrifuge Tubes and spun at 100,000 g, 4 °C using an Optima L-90K ultracentrifuge (Beckman Coulter, CA) in SW 41 Ti Rotor (28,500 rpm) or SW 28 rotor (28,000 rpm), respectively. RNA from the pellet was isolated as above. Either 2 mL or 20 mL of the supernatant was concentrated using 3 kDa Amicon Ultra Centrifugal Filters (EMD Millipore, MA) at 4,000 g 4 °C for 80 min. The concentrate was then lysed using six volumes of Lysis Solution of miRCURY RNA Isolation Kit (Exiqon), followed by the RNA isolation as above. For exRNA isolation from conditioned or fresh media, 40 mL media was first spun at 300 g 4 °C for 10 min, and further at 2,000 g 4 °C for 15 min, and the supernatants filtered through a 0.8 μm filter (EMD Millipore, MA) to remove cells and cell debris. After adding 10 U/mL SUPERase-In RNase Inhibitor (Thermo Fisher Scientific), EVs were pelleted by ultracentrifugation at 100,000 g 4 °C for 80 min in an SW 28 rotor, and RNA isolated from EV pellets as described above. The concentration of cellular/tissue RNA was determined using NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific), and concentration of exRNA was determined using Quant-iT RiboGreen RNA Assay Kit (Thermo Fisher Scientific).

### Quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR)

Ten ng total RNA in 10 μl of reverse transcription reaction mix was used for Universal cDNA Synthesis kit II (Exiqon). The cDNA was diluted 80 times, and 4 μl was used in 10 μl qPCR reactions with ExiLENT SYBR Green and LNA primers (Exiqon). The qPCR reactions were performed on a ViiA 7 instrument (Thermo Fisher Scientific) in triplicates. Alternatively, for amplification of cell/tissue RNA, 100 ng of total RNA was used as input and cDNA was diluted 30 times. The U6 snRNA was monitored as the endogenous control for cellular RNA. A panel of 4 endogenous controls (U6, U2, miR-103a-3p and miR-24-3p) was used for geNorm normalization between cells and tissues. The specificity of all qPCR primers was verified by the melt curve analysis. For qRT-PCR using TaqMan assays, manufacturer’s protocol was carried out with the following modifications: the input of 3.33 ng RNA was used for 5 μl reverse transcription reaction and PCR reactions were performed in 10 μl volume.

### RNA sequencing

60 ng of total RNA was treated with T4-PNK and used as an input for NEBNext small RNA library construction (New England Biolabs, MA), with size selection for 15-65nt inserts. The libraries were examined using Agilent Bioanalyzer 2100 (Agilent, CA), quantified with KAPA Library Quantification Kits for Illumina (KAPA Biosystems, MA), and sequenced on HiSeq 2000 (Illumina, CA) with single-end 50 bp reads, at the Center for Cancer Computational Biology at Dana-Farber Cancer Institute. On average, 19 million reads per sample were produced. Reads annotation to hg19 was performed using exceRpt small RNA-seq pipeline V2.2.8 of the Genboree Workbench^14^. The data was normalized to total mapped reads. The hierarchical clustering analysis and the heat map were produced using MultiExperiment Viewer (Dana-Farber Cancer Institute, MA). Data accompanying this paper has been submitted to GEO under GSE78970.

### Bioinformatical analysis on public RNA-seq datasets

Raw sequence data were downloaded from the NCBI GEO database or SRA database. For the SRA files, they were converted to the FASTQ format using the SRA toolkit v2.6. The quality of the reads was estimated with the FastQC software v0.11. Based on the FastQC report, the optimal read spans were identified as the longest uninterrupted read sequence spans, where for all the base positions the quality scores exceeded 30, on the PHRED scale. The datasets, whose optimal read spans were shorter than 20 bases, were discarded from the analysis. The reads were mapped, using the Bowtie2 software v2.2.8 with the following set of parameters: -p 8, -local, -L 25, -X 1300, -N 0. For each individual FASTQ file containing the sequencing reads of a given experiment, the reads were aligned independently onto two unmasked reference genomes: H.sapiens (GRCh38) and B.taurus (UMD3.1.1). The species-specific reads were defined as such reads that align to only one of the reference genomes. Considering variable aligned reads count between samples/datasets, human-specific reads count was used to normalize bovine-specific reads count. Therefore, the ratio of bovine-specific reads count to human-specific reads count was calculated as the index to quantify FBS-derived RNA contamination. To accelerate the sample analysis, a random subsampling of 1 million reads from each analyzed FASTQ file, using the seqtk software tool, was used as input for the analysis.

### Statistics

When two groups were compared, significance was determined using an unpaired two-tailed t-test. Before performing t-test, normal distribution was verified by 1-sample K-S test and equality of variances was verified by Levene’s test using SPSS (IBM, NY). To assess the statistical significance of difference of bovine-specific reads ratio between the exRNA and the cellular RNA, the two-tailed Mann–Whitney U test was applied using SPSS. A p value < 0.05 is considered as statistical significance. All bars on the graphs represent mean ± SEM.

## Additional Information

**How to cite this article**: Wei, Z. *et al.* Fetal Bovine Serum RNA Interferes with the Cell Culture derived Extracellular RNA. *Sci. Rep.* **6**, 31175; doi: 10.1038/srep31175 (2016).

## Figures and Tables

**Figure 1:**
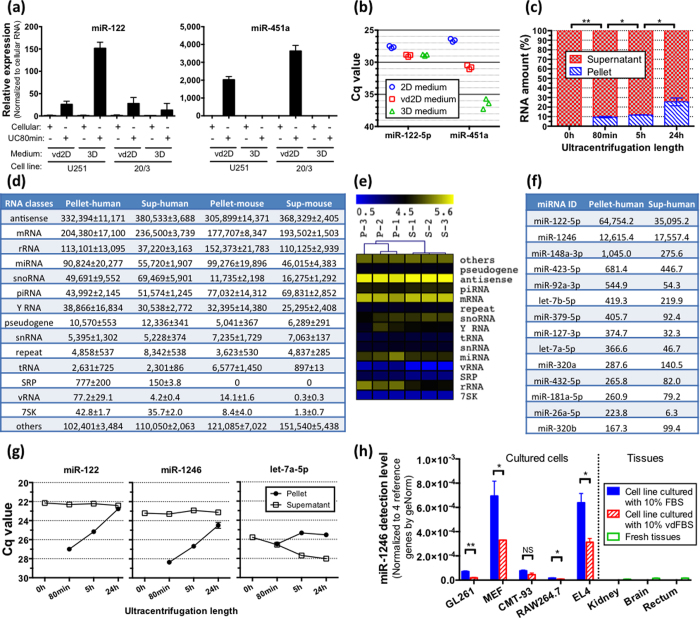
FBS-derived RNA interferes with RNA analysis of exRNA and cellular RNA. **(a)** qRT-PCR analysis of 20/3 and U251 glioma cellular and EV-associated exRNA demonstrates that miR-122 and miR-451a are highly enriched in EVs when the cells are cultured with FBS (2D media). miR-451a is not detected in exRNA of cells cultured in the serum-free 3D medium. N = 3 cells per group. **(b)** miR-122 and miR-451a levels were determined in fresh media, including 2D medium containing 10% FBS, vd2D medium containing 10% FBS pre-spun for 24 h, and serum-free 3D medium. Low Cq values correspond to high levels of the miRNA. N = 3 media aliquots. **(c)** Percent of total RNA isolated from FBS pelleted and supernatant fractions after UC for 80 min, 5 hr, or 24 hr. N = 3 FBS aliquots per group with two-tailed t-test. **(d)** RNA-seq analysis shows RNA composition of FBS pellets or supernatants (24 hr UC). The reads were mapped to either human or mouse genomes, and the data is shown as mean ± SEM RPM. N = 3 FBS aliquots. **(e)** Pearson clustering analysis of logarithm-transformed data based on major RNA composition shows separation of three supernatant samples (denoted as S) from three pellet samples (denoted as P). **(f)** The most abundant miRNAs in FBS pellet and supernatant fractions (24 h UC), as detected by RNA-seq. Of note, miR-451 was not sequenced from the NEBNext small RNA libraries. **(g)** The levels of selected miRNAs in FBS pellets and supernatants were determined by qRT-PCR. N = 3 FBS aliquots per group. **(h)** Bovine and primate-specific miR-1246 is detected by qRT-PCR in mouse cultured cells but not mouse tissues. N = 3 cells or tissue slices per group. *p < 0.05; **p < 0.01; NS, not significant. All bars represent mean ± SEM in the figure.

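Reads named miR-451a, a miRNA of red blood cells that is cut by AGO2 rather than Dicer, were found in each library. Pellets 1, 2 and 3 held 4.80, 37.0 and 10.4 RPM, which are 32, 58 and 9 reads at the estimated depths. Supernatants 1, 2 and 3 held 2.98, 1.31 and 1.62 RPM, or 16, 5 and 5 reads. All 6 values lie above the level of 3 counts, which is 3.46 RPM in pellet 3, the shallowest library. The difference did not pass (log2 fold change 2.23, standard error 0.82, adjusted p = 0.0510 from limma), but did without pellet 1 (adjusted p = 0.0383), with a pseudocount of 0.1 RPM (0.0467), with no trend of the variance (0.0443) and thinned to the shallowest library (0.0412), the last chosen after the data were seen.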

**Table 1:** Bovine-specific reads are detected in public exRNA-seq datasets.

Bos-specific/Hsa-specifc ratio						
Accession#	Cell type	Cellular RNA	Exosomal RNA	FC	Sample size	Reference
GSE38916	HEK293T	0.029 ± 0.010	0.095 ± 0.026	3.26	2 vs 2	^10^
GSE71901	MCF7	0.0004 ± 0.0004	0.082 ± 0.004	195.4	2 vs 3	^21^
SRP046046	HB	0.063 ± 0.012	0.146 ± 0.040	2.32	3 vs 6	^11^
SRP031761	LIM1863	0.166	0.473 ± 0.169	2.85	1 vs 2	^8^

HEK293T: human embryonic kidney cell line; MCF7: human breast cancer cell line; HB: human B cells; LIM1863: human colon cancer cell line. FC: fold change. Data expressed as mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

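RNA of 3 pellets and 3 supernatants of FBS, obtained by UC, was sequenced as small RNA libraries, and a pellet and a supernatant are 2 fractions in the comparisons. The authors' deposited values are RPM, a share of the mapped reads of each library, in 4 tables, for RNA classes and for miRNAs, each for hg19 and for mm10. The paper names exceRpt V2.2.8 for the mapping to hg19. The pipeline of the mouse mapping is not given in the sources used here, and the submitters' processing notes name mm10. The libraries were not pooled, and the classes of a library sum to its mapped reads. The class SRP was not analysed in the mouse mapping, where 14 classes were tested.

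Each table was tested by limma 3.58.1 in R 4.3.3 on log2(RPM + 1), with a pseudocount of 1 RPM, no covariate, a trend of the variance with the level for miRNAs, and Benjamini-Hochberg adjustment at 0.05, two-sided. Fold changes on this scale understate the change of low RNAs. miRNAs with at least 1 RPM in at least 3 of the 6 libraries were tested. Beside it, two-sided exact permutation tests over the 20 relabellings of the libraries were run with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Ratios between 6 abundant miRNAs were tested within libraries, as 15 ratios, and the change of each class was compared between the mappings by limma on the differences. The libraries were clustered by average linkage on Pearson correlations of log10(RPM + 1).

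miRNAs were grouped in 16 lists fixed before the data were examined: liver, red blood cell, platelet and leukocyte, endothelial, muscle, brain, epithelial, let-7, the DLK1-DIO3 cluster, miR-17/92 and its paralogs, miR-30, miR-320, the miR-148 family, miRNAs resembling other RNAs, the primate placental cluster C19MC, and the 14 miRNAs of Fig. 1f. Lists overlap, and the red blood cell list and that of miR-17/92 and its paralogs share 6 tested members. Lists with at least 3 tested members were tested by limma's camera with a correlation of 0.01 and again with an estimated one. miRNAs named in the text are those the paper names, the 10 most abundant of each fraction, the 10 largest changes past the threshold without overlap and at 10 RPM or more in a fraction (5 in the mouse mapping), and the most abundant tested members of each list, 2 to 4 by the rule, of which 2 were taken after the values were seen. Other miRNAs named were chosen after their values were seen. The values of Fig. 1d and 1f had been seen when this rule and the lists were written.

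Mapped reads were estimated from the lowest value shared by at least 6 miRNAs of a library, taken as 1 read, and a value counted as whole within 0.02 reads. Both were set after the values were seen. For the mouse genome the estimates are 7339800, 1638901 and 954637 reads for pellets 1, 2 and 3 and 5979583, 4321221 and 3433081 reads for supernatants 1, 2 and 3. Values below 1 read and between whole reads occur, so whole reads were not recovered and no count model was fitted. Floors of 3 counts cover counting error only. Cattle genes were taken from an NCBI table of ARS-UCD2.0, for names alone.

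The same steps were tested on simulated data with 1 median spread per fraction and a log2 change of 2. Features were drawn independently and without a fixed total, at the human depths for both mappings, with as many miRNAs raised as lowered. The rates found thus do not cover effects of scaling, dependence between miRNAs or miRNAs of larger spread. Of 60 changed miRNAs among 153 of the human mapping 33 were called (55%), with 5 unchanged ones called (5.38% of the unchanged). Of 60 changed ones among 141 of the mouse mapping 24 were called (40%), with 1 unchanged one called (1.23% of the unchanged). In the human mapping 5 false calls thus stood beside 33 true ones, a larger share of the calls than the adjustment aims to allow. In the mouse mapping 1 false call stood beside 24 true ones. All 4 changed classes were called in each mapping, as were 1 of 1 changed lists, 4 of 5 changed ratios and 3 of 3 changed differences between mappings, and 0 calls of changed items had the wrong direction. Alternatives were other pseudocounts (0.1 and 10 RPM), filters and scalings, the replicate number as a block, and leaving out each library in turn, all set before the data were examined. Thinning to the depth of the shallowest library was added after the data were seen.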

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

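The tests of explanations and of other splits given here were chosen after the result was seen, apart from that of depth for miRNAs of a single pellet, and so was the level of 200 RPM above which miRNAs that the paper does not discuss are given. Adjusted p-values are from limma over all tested human miRNAs, with 3 libraries in each fraction.

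Some miRNAs that the paper does not discuss lay far above the level that a count of 0 allows. miR-7-5p of brain and pancreatic islets stood at 312 ± 317 RPM in the pellets and 14.4 ± 19.5 RPM in the supernatants (log2 fold change 4.03, adjusted p = 0.0456), with overlapping fractions. miR-486-5p of red blood cells had a pellet mean of 251 RPM (log2 fold change 3.96, adjusted p = 0.00913). miR-543 and miR-409-3p of the DLK1-DIO3 cluster stood at 229.7 ± 209 RPM in the pellets and 26.1 ± 4.78 RPM in the supernatants (log2 fold change 2.61, adjusted p = 0.0269) and at 219 ± 271 RPM in the pellets and 20.0 ± 3.71 RPM in the supernatants (log2 fold change 2.63, adjusted p = 0.0354). miR-381-3p of the same cluster stood at 206 ± 315 RPM in the pellets and 4.27 ± 0.713 RPM in the supernatants (log2 fold change 3.46, adjusted p = 0.0575), with 568 RPM in pellet 1, and passed without pellet 3 (0.00749) and with a pseudocount of 0.1 RPM (0.0467). miR-143-3p of smooth muscle stood at 217 ± 119.7 RPM in the pellets and 43.7 ± 6.05 RPM in the supernatants (log2 fold change 2.10, adjusted p = 0.0229), and scaled to miRNA reads without miR-122-5p and miR-1246 it turned to -0.045. miR-21-5p stood at 209 ± 116 RPM in the pellets and 23.1 ± 10.7 RPM in the supernatants (log2 fold change 3.09, adjusted p = 0.00913), miR-99a-5p at 202 ± 143 RPM in the pellets and 27.1 ± 5.90 RPM in the supernatants (log2 fold change 2.40, adjusted p = 0.0390), and miR-30d-5p at 201 ± 247 RPM in the pellets and 5.39 ± 6.26 RPM in the supernatants (log2 fold change 4.63, adjusted p = 0.0229). Reads of miR-451a, which the legend of Fig. 1f gives as not sequenced under the name miR-451, had a pellet mean of 17.4 ± 17.2 RPM and a supernatant mean of 1.97 ± 0.888 RPM. That difference passed without pellet 1 (0.0383), with a pseudocount of 0.1 RPM (0.0467), with no trend of the variance (0.0443) or after thinning to the shallowest library (0.0412). Without supernatant 1 or 2 no miRNA passed (0 by limma, 67 and 61 at an unadjusted p under 0.05), and the adjusted p of those named as passing here was 0.0667 to 0.148. Calls also ended for miR-7-5p without pellet 1 (0.0798), pellet 3 (0.108) or supernatant 3 (0.0628), miR-543 without pellet 2 (0.0508) or supernatant 3 (0.0903), miR-409-3p without supernatant 3 (0.0969), miR-143-3p without supernatant 3 (0.0722), miR-99a-5p without pellet 1 (0.0783), pellet 2 (0.0867) or supernatant 3 (0.111). With median-of-ratios scaling, and without miR-122-5p and miR-1246 in the miRNA total, none of those named here as passing did so. Scaled to miRNA reads calls ended for miR-7-5p (0.0693) and miR-99a-5p (0.0602). With a pseudocount of 10 RPM calls ended for miR-7-5p (0.0758), miR-543 (0.05003), miR-409-3p (0.0623), miR-99a-5p (0.0598) and miR-30d-5p (0.05003). Without the filter on low values calls ended for all but miR-486-5p (0.0530 to 0.289). Without pellet 1 the pellet mean was 115 RPM for miR-543, 63.1 RPM for miR-409-3p, 24.3 RPM for miR-381-3p and 60.2 RPM for miR-30d-5p. Without pellet 2 the pellet mean was 157 RPM for miR-486-5p and 7.59 RPM for miR-451a. Without pellet 3 the pellet mean was 144 RPM for miR-7-5p. Without supernatant 3 the supernatant mean was 3.14 RPM for miR-7-5p and 1.92 RPM for miR-30d-5p.

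Most miRNAs were higher per mapped read in the pellets by the sign of the log2 fold change (146 of 153 tested), while 73 passed limma and 80 did not. If scaling to all mapped reads were the whole cause, the median log2 fold change would lie near 0 when scaled to miRNA reads, but it was 1.49. The miRNAs other than miR-122-5p and miR-1246 held 13.6% of miRNA reads in the pellets and 4.68% in the supernatants. That total is thus mostly the pair, so the test cannot tell a change of the pair from one of the others. A difference in depth as the whole cause is argued against, since thinning to the shallowest library left the median at 1.84. With miR-122-5p and miR-1246 left out of the miRNA total it was 0.28. That scaling, like median-of-ratios scaling, draws the median of the other miRNAs towards 0 by its construction, so it decides nothing. Absolute amounts were not analysed here, so whether pelleted EVs hold more of the others or less of the pair stays open.

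In pellet 1, 41 miRNAs reached 5 RPM and over 10 times every other library, against 1 in pellet 2 and 1 in pellet 3, and 23 of the 41 belong to the DLK1-DIO3 list, such as miR-370-3p at 476 RPM and miR-654-3p at 302 RPM, both named after their values were seen. Depth as the cause is argued against, since 36 of them stayed after thinning to the shallowest library. Human RNA in that library was tested by names without a cattle miRNA gene of their number. They summed to 3.71 times the highest other library, but to 2.73 times without miR-889-3p, under the factor of 3 set after the values were seen. Such names were 5 of the 41 and 2 of 143 others at 5 RPM in pellet 1 (Fisher's exact test across miRNAs, which are not independent, two-sided, p = 0.00656). However, miR-889-3p is itself in the DLK1-DIO3 list, and a missing number does not show that cattle lack the miRNA. These values thus cannot decide, and human RNA as an explanation stays open. A difference between batches of FBS, of which the paper speaks, stays open as well, untested.

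miR-122-5p was 1.19 to 1.39 times as high in the mouse as in the human mapping of the same library. A different total of mapped reads would move other miRNAs alike, but the median ratio of the other shared miRNAs was at most 0.957. Reads given to other human miRNAs are argued against as the whole cause in the pellets, where all human miRNA reads that could hold them, miR-1246 included, came to at most 0.65 of the missing RPM. In the supernatants they came to 0.949 to 1.70 of it, nearly all of them miR-1246. Each other part there held at most 650 RPM, against 11141 to 16688 missing RPM. This explanation thus stays open there only for reads given to miR-1246, whose sequence was not compared with that of miR-122-5p. No biological explanation was tested.

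The 10 splits of the 6 libraries into equal groups are too few for a share under 0.05. The number that passed in the real split, against the highest of the other splits, was 4 against 0 for human classes, 3 against 0 for mouse classes, 73 against 3 for human miRNAs and 80 against 3 for mouse miRNAs. It was 0 against 1 for lists, 10 against 0 for ratios and 3 against 0 for differences between mappings.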

How the results depend on the processing

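Thinning to the shallowest library was the alternative chosen after seeing the data, and the others were set before. Over the alternatives, single classes, miRNAs, ratios and mapping differences kept direction and side of the threshold in 1145 cases, passed newly without a change of sign in 53, no longer passed without one in 313 and changed sign in 80, of which 12 passed newly and 26 no longer passed. Of the counts and summary values 87 stayed within 1.5 times or 1 SD and 34 moved. The cause was not tested for the changes given here. Tests planned for count tables were not run, since whole reads were not recovered.

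In the human mapping 2 classes passed at 1000 RPM or more, 8 as centred log-ratios and 0 by the exact permutation test adjusted or not, which cannot go under 0.10 here. In the mouse mapping 7 passed as centred log-ratios and 0 by the exact test, adjusted or not. As centred log-ratios the log2 fold change turned for 7SK -0.15 and tRNA -0.32 (human) and for piRNA -0.45 and rRNA -0.10 (mouse). Without rRNA it turned for others 0.014, snRNA 0.095 and Y RNA 0.012 (human) and snRNA 0.028 (mouse). Of human miRNAs 38 passed scaled to miRNA reads, 6 with median-of-ratios scaling, 6 scaled to miRNA reads without miR-122-5p and miR-1246, 38 with a pseudocount of 10 RPM and 11 without a filter. Of mouse miRNAs these were 10, 8, 8, 34 and 10. Scaled to miRNA reads miR-423-5p -0.067 and miR-208b-3p -0.064 (human) and miR-122-5p -0.094, miR-423-5p -0.44, miR-320-3p -0.14 and let-7b-5p -0.13 (mouse) turned. With median-of-ratios scaling miR-122-5p -1.25, miR-423-5p -1.51, miR-148a-3p -0.35, let-7b-5p -1.17, miR-379-5p -0.049, miR-320a -1.06, miR-432-5p -0.44, miR-181a-5p -0.40, miR-320b -1.39, miR-100-5p -0.27, miR-1-3p -0.12, miR-208b-3p -1.37 and miR-152-3p -0.19 (human) and miR-122-5p -1.21, miR-148a-3p -0.40, miR-423-5p -1.55, miR-320-3p -1.24, let-7b-5p -1.24, miR-379-5p -0.099, miR-181a-5p -0.43 and miR-134-5p -0.60 (mouse) turned. Without miR-122-5p and miR-1246 in the total miR-122-5p -1.33, miR-423-5p -1.59, miR-148a-3p -0.43, let-7b-5p -1.26, miR-379-5p -0.13, miR-320a -1.14, miR-432-5p -0.53, miR-181a-5p -0.48, miR-320b -1.47, miR-100-5p -0.35, miR-1-3p -0.20, miR-208b-3p -1.51, miR-152-3p -0.27 and miR-143-3p -0.045 (human) and miR-122-5p -1.18, miR-148a-3p -0.38, miR-423-5p -1.53, miR-320-3p -1.22, let-7b-5p -1.22, miR-379-5p -0.076, miR-181a-5p -0.41 and miR-134-5p -0.58 (mouse) turned. With median-of-ratios scaling 2 lists passed. In the mouse mapping 3 of the 10 ratios without miR-1246 passed, against 5 of these 10 in the human mapping, and miR-122-5p / let-7b-5p 0.044 turned. The difference between mappings passed for 1 class without rRNA and 5 with a pseudocount of 10, and turned for snoRNA 0.037 without rRNA and vRNA -1.81 with a pseudocount of 0.1. Clustering misplaced 2 libraries with single linkage, mouse mapping, 1000 RPM or more, miRNAs, or no logarithm.

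Leaving out 1 library at a time gave 3 to 6 human and 2 to 5 mouse classes, 0 to 97 human and 0 to 94 mouse miRNAs (0 by limma without supernatant 1 or 2, with 67 and 61 human and 65 and 60 mouse miRNAs unadjusted, and 31 and 26 without supernatant 3), and 2 to 6 mapping differences. 5 mouse classes and 6 mapping differences passed without pellet 3, and 50 mouse miRNAs without pellet 1. Clustering misplaced 0 to 1 (1 without pellet 1). Log2 fold changes crossed 0 for human tRNA (-0.27 to 0.39), snRNA (-0.35 to 0.16) and Y RNA (-0.72 to 0.81), miR-208b-3p (-0.37 to 1.59), mouse piRNA (-0.15 to 0.29), snRNA (-0.36 to 0.20) and Y RNA (-0.79 to 0.84), the ratios of miR-122-5p to miR-423-5p (-0.054 to 0.61) and let-7b-5p (-0.19 to 0.052), and the mapping differences of vRNA (-0.20 to 0.59), snoRNA (-0.032 to 0.0096), snRNA (-0.048 to 0.094) and Y RNA (-0.023 to 0.076).

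The paper speaks of 3 batches of FBS, but neither it nor the labels say that a number marks one. Deviations of same-numbered pellets and supernatants correlated at 0.40, 0.37 and 0.73 over human classes, where 3 of 3 correlated best with their own number, but at a lowest -0.067, -0.19 and -0.21 in the other tables, where 1 of 3 did. The numbers were not taken as pairs, a decision made when the calls had been seen. With the number as a replicate block 4 human and 3 mouse classes, 78 human and 73 mouse miRNAs, 0 lists by camera (4 unadjusted) and 7 ratios passed, without miR-1246 to miR-423-5p and miR-423-5p to miR-148a-3p (adjusted p = 0.0524 each) and miR-148a-3p to let-7a-5p (adjusted p = 0.0674). Of the miRNAs followed over the alternatives, miR-122-5p (0.0178), miR-218-5p (0.00563) and miR-381-3p (0.00363) passed newly with the block, and miR-320a (0.144), miR-152-3p (0.117) and miR-134-5p of the mouse mapping (0.0702) no longer did. It changed no call of a class or of another of these miRNAs. Pellet 3 is the shallowest library, and limits what can be seen of miRNAs under 3.46 RPM there.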

Differences from the paper's values

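The text ranks miR-423-5p before miR-148a-3p. Here miR-148a-3p had the higher mean in the pellets and over both fractions, at 1045 against 681 RPM in the pellets. miR-423-5p was higher in the supernatants and, without pellet 2, over both fractions. The mean over both fractions weighs them alike, whereas the paper found most of the RNA left in the supernatant. It therefore need not give the order in whole FBS, which the text ranks. Fig. 1f presents the most abundant miRNAs, and 12 of its 14 are among the 14 with the highest pellet means here. The others among them were miR-7-5p at 312 RPM (144 RPM without pellet 3) and miR-486-5p at 251 RPM (157 RPM without pellet 2), in place of miR-26a-5p and miR-320b. By the mean of both fractions 12 of them were also among the 14 highest, and the others were let-7f-5p and miR-7-5p. The legend states that miR-451 was not sequenced, and reads named miR-451a were found in each library, 9 to 58 in the pellets and 5 to 16 in the supernatants. By qRT-PCR the paper found miR-451a abundant in medium with FBS, so these few reads need not show its level in FBS. The text has miRNA and rRNA higher in the pellets, and mRNA and snoRNA higher in the supernatants, and the methods name an unpaired two-tailed t-test for comparisons of 2 groups. All 4 means had these directions in the human mapping, and rRNA passed limma there. In the mouse mapping rRNA did not pass (adjusted p = 0.158 from limma) and turned to -0.10 as a centred log-ratio. The miRNA class passed without pellet 3 and in the mouse mapping, where its call held in 6 of 13 alternatives. snoRNA passed as a centred log-ratio, and protein-coding RNA passed under no setting tried. Centred log-ratios weigh each class alike, so the rises of the rare vRNA (3.71) and SRP (2.28) lower every other class. The pass of snoRNA there is thus not separate evidence for its direction. The values that Fig. 1d and 1f print for classes and miRNAs of the human mapping match those computed here. Printed values of the mouse mapping were not compared.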

Other observations

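Lists of miRNAs fixed before the data were examined, but after Fig. 1d and 1f had been seen, were compared by limma (n = 3 libraries in each fraction). Their median log2 fold changes stand against 2.05 over all tested human miRNAs. Of the red blood cell miRNAs, 7 of 11 tested members passed as higher and 0 as lower (11 higher when adjusted over the list alone), at a median of 2.23 (camera, adjusted p = 0.158, and adjusted p = 0.777 with an estimated correlation), and miR-92a-3p and miR-486-5p, its most abundant members, both passed. Among platelet and leukocyte miRNAs, 7 of 9 tested members passed as higher and 0 as lower (9 higher when adjusted over the list alone), at a median of 2.47 (camera, adjusted p = 0.191, and adjusted p = 0.777 with an estimated correlation). miR-181a-5p stood at 261 ± 72.1 RPM in the pellets and 79.2 ± 11.8 RPM in the supernatants (adjusted p = 0.0180), and miR-21-5p stood at 209 ± 116 RPM in the pellets and 23.1 ± 10.7 RPM in the supernatants (adjusted p = 0.00913). For endothelial miRNAs, 3 of 9 tested members passed as higher and 0 as lower (3 higher when adjusted over the list alone), at a median of 2.22 (camera, adjusted p = 0.639, and adjusted p = 0.849 with an estimated correlation). miR-99b-5p stood at 90.4 ± 53.6 RPM in the pellets and 6.16 ± 1.83 RPM in the supernatants (adjusted p = 0.00913), and miR-100-5p stood at 79.6 ± 87.4 RPM in the pellets and 15.6 ± 3.67 RPM in the supernatants (adjusted p = 0.0812). Of the miR-17/92 cluster and its paralogs, 7 of 9 tested members passed as higher and 0 as lower (9 higher when adjusted over the list alone), at a median of 2.60 (camera, adjusted p = 0.193, and adjusted p = 0.777 with an estimated correlation), and after miR-92a-3p miR-25-3p stood at 111 ± 100.2 RPM in the pellets and 11.7 ± 3.99 RPM in the supernatants (adjusted p = 0.0314). miR-25-3p and 4 others of the 9 belong to the paralogous miR-106b/25 cluster. In the miR-30 family, 3 of 5 tested members passed as higher and 0 as lower (5 higher when adjusted over the list alone), at a median of 2.70 (camera, adjusted p = 0.577, and adjusted p = 0.849 with an estimated correlation), and after miR-30d-5p miR-30e-5p stood at 37.9 ± 35.7 RPM in the pellets and 1.37 ± 1.93 RPM in the supernatants (adjusted p = 0.0456). In the miR-148 family, 3 of 3 tested members passed as higher and 0 as lower (3 higher when adjusted over the list alone), at a median of 1.75 (camera, adjusted p = 0.577, and adjusted p = 0.849 with an estimated correlation), and after miR-148a-3p miR-152-3p stood at 28.8 ± 14.7 RPM in the pellets and 7.18 ± 0.802 RPM in the supernatants (adjusted p = 0.0456). Of the liver miRNAs, 1 of 5 tested members passed as higher and 0 as lower (3 higher when adjusted over the list alone), at a median of 1.68 (camera, adjusted p = 0.949, and adjusted p = 0.986 with an estimated correlation). miR-122-5p did not pass (adjusted p = 0.0510), and miR-192-5p stood at 57.5 ± 8.86 RPM in the pellets and 11.9 ± 3.64 RPM in the supernatants (adjusted p = 0.0162). The epithelial list had 1 tested member, miR-375 of pancreatic islets and gut epithelium, at 70.4 ± 31.6 RPM in the pellets and 10.8 ± 13.5 RPM in the supernatants (adjusted p = 0.0237). The list of miRNAs resembling other RNAs had 1 tested member, miR-1246, which did not pass, and the primate cluster C19MC had 0, so these 3 lists were not tested by camera. With median-of-ratios scaling the log2 fold change turned below 0 for miR-181a-5p (-0.40), miR-100-5p (-0.27), miR-148a-3p (-0.35), miR-152-3p (-0.19), miR-122-5p (-1.25), and for the same miRNAs with miR-122-5p and miR-1246 left out of the total of miRNA reads. Without supernatant 1 or 2 the adjusted p of those that passed was 0.0667 to 0.147. Calls also ended for miR-181a-5p without supernatant 3 (0.0628), miR-25-3p without pellet 2 (0.0613) or supernatant 3 (0.0774), miR-30e-5p without pellet 1 (0.0990), pellet 3 (0.0928) or supernatant 3 (0.0780), miR-148a-3p without pellet 2 (0.0519) or supernatant 3 (0.0906), miR-152-3p without pellet 1 (0.0745), pellet 2 (0.0865) or supernatant 3 (0.0969). New calls were miR-100-5p without pellet 3 (0.0303), miR-122-5p without pellet 3 (0.0242). With median-of-ratios scaling, and without miR-122-5p and miR-1246 in the miRNA total, none of those named here as passing did so. Scaled to miRNA reads calls ended for miR-181a-5p (0.0548), miR-25-3p (0.0595), miR-30e-5p (0.0661), miR-148a-3p (0.0683), miR-152-3p (0.160) and miR-192-5p (0.0548). With a pseudocount of 10 RPM calls ended for miR-25-3p (0.0566), miR-30d-5p (0.05003), miR-30e-5p (0.0835) and miR-152-3p (0.0741). Without the filter on low values calls ended for all but miR-99b-5p, miR-486-5p and miR-192-5p (0.0530 to 0.252). After thinning to the shallowest library the call ended for miR-152-3p (0.119). miR-122-5p passed as higher with a pseudocount of 0.1 RPM (0.0478) and with a filter of 10 RPM in 3 libraries (0.0443), and as lower with median-of-ratios scaling (0.0356) and with itself and miR-1246 left out of the miRNA total (0.0219). miR-1246 passed as lower with these scalings (5.05e-05 and 1.57e-05) and scaled to miRNA reads (0.00708). Without pellet 1 the pellet mean was 59.7 RPM for miR-99b-5p and 20.1 RPM for miR-30e-5p. Without pellet 2 the pellet mean was 56.3 RPM for miR-25-3p and 29.2 RPM for miR-100-5p. Without supernatant 3 the supernatant mean was 0.267 RPM for miR-30e-5p and 3.00 RPM for miR-375.

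The muscle, brain, DLK1-DIO3 and miR-320 lists had positive medians, while the direction that camera gave them against other miRNAs was lower, and none of these 4 passed it per mapped read. Of the heart and skeletal muscle miRNAs, 1 of 6 tested members passed as higher and 0 as lower (0 higher when adjusted over the list alone), at a median of 0.58 (camera, adjusted p = 0.0918, and adjusted p = 0.637 with an estimated correlation). miR-1-3p stood at 78.2 ± 61.8 RPM in the pellets and 17.6 ± 7.43 RPM in the supernatants (adjusted p = 0.0451), and miR-208b-3p stood at 42.4 ± 43.9 RPM in the pellets and 17.4 ± 3.87 RPM in the supernatants (adjusted p = 0.613), whose log2 fold change of 0.54 turned to -0.37 without pellet 3. Of the brain miRNAs, 2 of 8 tested members passed as higher and 0 as lower (0 higher when adjusted over the list alone), at a median of 2.47 (camera, adjusted p = 0.577, and adjusted p = 0.849 with an estimated correlation), and after miR-7-5p miR-218-5p stood at 161 ± 211 RPM in the pellets and 6.06 ± 8.53 RPM in the supernatants (adjusted p = 0.115). The DLK1-DIO3 cluster is an imprinted locus active in fetus and placenta. Of its miRNAs, 8 of 21 tested members passed as higher and 0 as lower (8 higher when adjusted over the list alone), at a median of 2.02 (camera, adjusted p = 0.949, and adjusted p = 0.986 with an estimated correlation). miR-379-5p stood at 406 ± 164 RPM in the pellets and 92.4 ± 7.15 RPM in the supernatants (adjusted p = 0.0138), and miR-127-3p stood at 375 ± 315 RPM in the pellets and 32.3 ± 10.3 RPM in the supernatants (adjusted p = 0.0225). All its listed miRNAs, tested or not, summed to 5659.5, 2112 and 762 RPM in pellets 1, 2 and 3 and to 388, 372 and 424 RPM in supernatants 1, 2 and 3. Of the miR-320 family, 1 of 4 tested members passed as higher and 0 as lower (0 higher when adjusted over the list alone), at a median of 0.65 (camera, adjusted p = 0.378, and adjusted p = 0.777 with an estimated correlation). miR-320a stood at 288 ± 58.6 RPM in the pellets and 141 ± 15.9 RPM in the supernatants (adjusted p = 0.0456), and miR-320b stood at 167 ± 67.7 RPM in the pellets and 99.4 ± 12.2 RPM in the supernatants (adjusted p = 0.195). The miRNAs of Fig. 1f, chosen by the study on these samples, ranked higher (camera, adjusted p = 0.577, and adjusted p = 0.849 with an estimated correlation). Against other miRNAs, 0 of 13 lists passed limma's camera (3 at an unadjusted p under 0.05, muscle, red blood cell and platelet and leukocyte), and with an estimated correlation 0 passed (1 unadjusted, muscle). With median-of-ratios scaling the miR-320 family and the miRNAs of Fig. 1f passed camera as lower (adjusted p = 0.00196 and 0.00149), the brain list ranked higher, and the liver and miR-148 lists ranked lower. Scaled to miRNA reads, the DLK1-DIO3 list ranked higher and the miRNAs of Fig. 1f lower. With median-of-ratios scaling the log2 fold change turned below 0 for miR-1-3p (-0.12), miR-208b-3p (-1.37), miR-379-5p (-0.049), miR-320a (-1.06), miR-320b (-1.39), and for the same miRNAs with miR-122-5p and miR-1246 left out of the total of miRNA reads. Scaled to all miRNA reads it turned for miR-208b-3p (-0.064). Without supernatant 1 or 2 the adjusted p of those that passed was 0.0767 to 0.154. Calls also ended for miR-1-3p without pellet 2 (0.0867) or supernatant 3 (0.120), miR-7-5p without pellet 1 (0.0798), pellet 3 (0.108) or supernatant 3 (0.0628), miR-379-5p without supernatant 3 (0.0517), miR-127-3p without supernatant 3 (0.0780), miR-320a without pellet 1 (0.0519), pellet 2 (0.0876) or supernatant 3 (0.108). New calls were miR-218-5p without pellet 2 (0.0145). With median-of-ratios scaling, and without miR-122-5p and miR-1246 in the miRNA total, none of those named here as passing did so. Scaled to miRNA reads calls ended for miR-1-3p (0.145), miR-7-5p (0.0693) and miR-320a (0.438). With a pseudocount of 10 RPM calls ended for miR-1-3p (0.0684), miR-7-5p (0.0758) and miR-320a (0.05003). Without the filter on low values calls ended for all (0.0570 to 0.289). With no trend of the variance the call ended for miR-320a (0.108). After thinning to the shallowest library calls ended for miR-1-3p (0.0592) and miR-320a (0.0593). Without pellet 1 the pellet mean was 212 RPM for miR-127-3p and 41.1 RPM for miR-218-5p. Without pellet 2 the pellet mean was 42.8 RPM for miR-1-3p. For miR-208b-3p the pellet mean without pellet 3 was 18.2 RPM, and for miR-218-5p the supernatant mean without supernatant 3 was 1.14 RPM.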
